A study of Mus musculus with 6 samples. Its data were reported in "Comprehensive genomic features indicative for Notch responsiveness" (2024).

How the data were processed

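ATAC-Seq was performed with a commercial kit on Beko cells in 6 libraries, 3 treated with GSI and 3 with DMSO for 24 h. Groups and replicate numbers were taken from the labels of the samples. As the study's methods describe, the authors trimmed the reads with trimGalore, aligned them to the mouse genome build mm9 with HISAT2 keeping 1 alignment per read, removed duplicates with Picard, called peaks in each library with MACS2 without an input control, combined replicates with MSPC, kept peaks found in 3 of the 6 libraries and removed blacklisted regions. The deposited values are the chromosome, start and end of each peak in bp, in 1 list for both treatments. No other measurement is used, since every peak has the score 0 and none has a name in the deposited list. Because 1 alignment is kept per read, reads from repeated sequence are assigned to 1 of several equal places. Whether read ends were shifted for the transposase offset is not stated. A requirement of 3 libraries keeps peaks that occur in 1 treatment, and the list does not record which. Calling peaks without an input takes the background from the same library. The read depth of each library, which the study summarises in its supplement, was not used here, since the list has no values per library for it to bear on.

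Starts were taken to be counted from 0, as the format defines, and coordinates are printed counted from 1. The reference was the mouse assembly NCBIM37, the same build as mm9, with the GENCODE annotation made for it. All peaks lay within its chromosomes. Analyses were done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Peak number, width and covered length were described without a test. The 95% interval of the median width came from order statistics, and Wilson intervals were used for shares. Density is the number of peaks per Mb of chromosome length, assembly gaps included. The counting interval of the X ratio covers counting error of X only. In the ratio of pair counts the interval is the Wilson interval of the share.

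For placement tests, the widths of each chromosome were placed at random outside assembly gaps 1000 times, with overlaps allowed, and the observed share was compared with the placements in a one-sided test. A neighbour was close within 5 kb edge to edge. A peak was a promoter peak when it lay within 1 kb of the start of any annotated transcript. Genomic features were assigned at the centre of the peak, with promoter peaks first, and distance classes and features were compared with 100 placements. The motif was searched on both strands of each peak and of an interval of equal width 2 kb away that met no peak or gap. Pairs were compared with the exact McNemar test, and the odds ratio at equal GC content came from a logistic model on discordant pairs with the GC difference as covariate. A region was CpG-rich with an observed to expected CpG ratio of at least 0.6 and a GC content of at least 50%. Copies of peaks elsewhere were searched with minimap2 2.31 and counted when they spanned at least 80% of the peak at 95% identity or more. To measure how much of a chromosome short reads can be placed on, 20000 reads of 100 nt were simulated per chromosome and aligned with minimap2, and a read counted as unique at a mapping quality of at least 10. The length of the authors' reads was not used.

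The methods were tested on simulated data. The placement test gave p under 0.05 in 2 of 20 sets of uniformly placed peaks and in 20 of 20 sets with added close neighbours (984 peaks each). The GC-adjusted odds ratio averaged 1.00 in 20 simulations at a true value of 1, in which the unadjusted ratio averaged 0.790, and 0.797 at a true value of 0.8 (30000 pairs each). The simulated motif depended on GC content in the linear form that the model assumes, so other forms were not tested. Widths made to be independent or correlated between neighbours gave Spearman correlations of 0.0481 and 0.470 (984 peaks).

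The loci and peaks named in the text follow a rule set before the data were examined. It takes 9 loci shown by the study as examples of RBPJ binding, the 5 widest peaks, and the 3 runs with most peaks when peaks within 5 kb are joined. A tie at 7 peaks added a run. The peaks on chromosome Y and the step in spacing at 5 kb were singled out after their values were seen. The alternatives set beforehand were a minimum width of 200 or 500 bp, joining of peaks within 100 or 1000 bp, autosomes only, other distances for close neighbours and start sites, placement within 1 Mb windows for spacing, another correlation, neighbours more than 5 kb apart only, covered bp in place of peaks, the degenerate motif and the central 200 bp. After the data had been seen, further ones were added, which were distal peaks only, protein-coding transcripts only, 1 Mb windows for start sites, joining within 1000 bp for spacing, flanks at 10 kb, GC adjustment, peaks without a near-identical copy, placement without overlap, and joined peaks placed within 1 Mb windows more than 1 kb apart. The comparison of GSI with DMSO, planned with a count or log-scale test, was not made, since the list has no values per library.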

Results

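Chromatin accessibility was profiled by ATAC-Seq in Beko cells, a mouse progenitor T-cell line in which Notch signaling is constitutively active. ATAC-Seq uses a transposase that inserts adapters into open chromatin, so that read-dense intervals mark accessible DNA. The 6 libraries fell into 2 groups of 3, cells treated for 24 h with the γ-secretase inhibitor (GSI) DAPT and cells treated for 24 h with the solvent DMSO. GSI blocks the cleavage that releases the Notch intracellular domain, the coactivator of the transcription factor RBPJ. The study asked how accessibility relates to RBPJ binding and how it changes when Notch is blocked. The data analysed here are 1 list of accessible intervals (peaks) that the authors merged over all 6 libraries. It holds no value per library, and read depth was not used here, so there is no replicate error for any value below, and accessibility in GSI against DMSO was not analysed here. Errors given are the spread across the 19 autosomes, counting intervals or the spread of random placements, and none of these replaces the error between libraries.

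The list held 32527 peaks on 22 chromosomes of the mm9 build, of which 31879 were autosomal. No peak overlapped or touched another. The median width was 551 bp (95% confidence interval 546 to 556 bp), with quartiles at 410 and 835 bp and a range from 213 to 3382 bp. In total 4777 peaks (14.7%) were wider than 1 kb and 88 were wider than 2 kb. Together the peaks covered 21.4 Mb, which is 0.835% of the 2558.53 Mb of sequenced bases in the build. Keeping only peaks of at least 500 bp moved these values most, to 18578 peaks with a median width of 787 bp.

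Peak density was then compared between chromosomes. The autosomes carried 13.1 ± 3.35 peaks per Mb (mean ± SD, n = 19 autosomes), from 8.72 on chromosome 3 to 22.3 on chromosome 11. Chromosome X carried 630 peaks, or 3.78 per Mb, which lies below each of the 19 autosomes. The ratio of X to the autosome median was 0.301 (95% counting interval 0.277 to 0.324). This ratio was 0.364 among peaks of at least 500 bp, the largest shift among the alternatives. The deficit was larger for peaks more than 1 kb from every annotated start site, with a ratio of 0.225, than for peaks within 1 kb of one, with a ratio of 0.435. Peaks on X had a median width of 689 bp, against 548 ± 16.7 bp on the autosomes (SD, n = 19 autosomes). Peaks within 1 kb of a start site are wider, and their share was 51.3% on X against 34.4 ± 4.42% on the autosomes. Their median width was 865 bp on X, against 858 ± 29.5 bp on the autosomes. Peaks farther away had a median width of 484 bp on X, against 465 ± 6.23 bp. The difference within each class was thus far smaller. Chromosome Y carried 16 peaks and the mitochondrial genome 2.

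**Figure D1:**
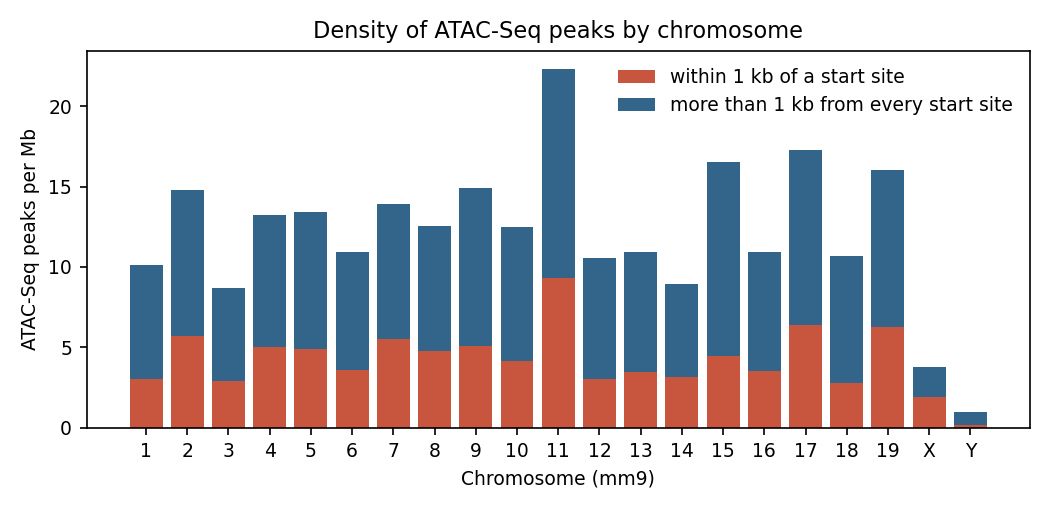
Bars give the number of ATAC-Seq peaks per Mb (vertical axis) on each chromosome of mm9 (horizontal axis), split into peaks within 1 kb of an annotated start site and peaks farther away. Chromosome X, at 3.78 peaks per Mb, stands below all 19 autosomes, which run from 8.72 to 22.3, and Y carries 16 peaks, most of them far from start sites.

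The spacing of the peaks was compared with random placement of the same widths on the same chromosomes, since the study groups enhancers into clusters. In the list, 28.3% of peaks had a neighbour within 5 kb, against 14.5 ± 0.263% in random placements (mean ± SD, 1000 placements; one-sided permutation test, p = 0.001, the smallest value that 1000 placements can give). The excess was therefore 1.95-fold. Placement within the same 1 Mb window raised the random share to 26.9 ± 0.288%, and the remaining excess of 1.05-fold was still above all 1000 placements. These placements allowed overlaps, which the list does not contain. With overlaps excluded, the random share was 13.0 ± 0.258% on the whole chromosome and 24.8 ± 0.291% within the same 1 Mb window, an excess of 1.14-fold over the latter. The distance between the starts of adjacent peaks changed abruptly at 5 kb, where the number of pairs rose from 744 at 4 to 5 kb to 1200 at 5 to 6 kb (ratio 1.61, 95% interval 1.47 to 1.77; two-sided exact binomial test, p = 3.50e-25). The number of pairs at 5 to 6 kb was the higher one on 19 of 19 autosomes. The 5 kb limit, which was set before the data were examined, thus lies near a step of the list. It does not lie exactly at the step, since the limit is measured edge to edge and the step between starts. Adjacent peaks had almost unrelated widths (Spearman correlation across 32505 pairs of peaks 0.0227; two-sided permutation test with 1000 shuffles, p = 0.001, the smallest value possible). Peaks are not independent replicates.

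**Figure D2:**
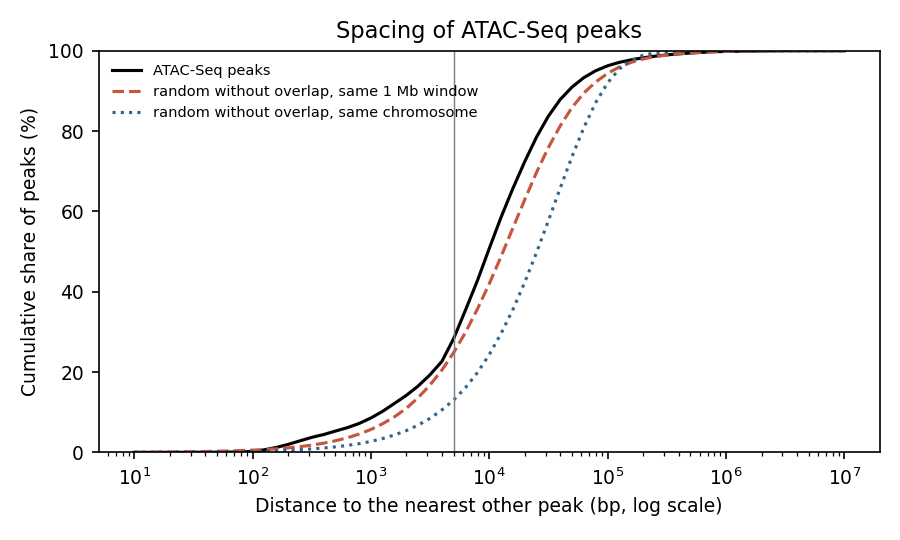
Lines give the cumulative share of peaks in percent (vertical axis) whose nearest other peak lies within a distance in bp (horizontal axis, log scale), for the list and for the mean of random placements without overlap on the same chromosome or within the same 1 Mb window. The vertical line marks 5 kb, where 28.3% of peaks had a neighbour, and the observed line bends upwards just below it.

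As the study compares sites near and far from transcription start sites (TSSs), the position of each peak relative to annotated TSSs was determined. In total 11522 peaks lay within 1 kb of a TSS, 35.4% of the list (95% Wilson interval 34.9 to 35.9%), against 5.69 ± 0.131% of random placements (1000 placements; one-sided permutation test, p = 0.001, the smallest value possible). Placement within the same 1 Mb window gave 9.68 ± 0.162%, so that the excess fell from 6.23-fold to 3.66-fold. A TSS lay inside the peak in 30.3% of cases. Only 10.2% of peaks were more than 50 kb from every TSS, against 35.9 ± 0.289% of 100 random placements. Among the peaks farther than 1 kb from every TSS, 47.0% were intronic, against 38.2 ± 0.247% of such random placements, and 48.7% were intergenic, against 59.2 ± 0.261% (100 placements). Of 22372 protein-coding genes, 10309 (46.1%, 95% Wilson interval 45.4 to 46.7%) had a peak within 1 kb of a TSS. On chromosome X this share was 31.9%, below each of the autosomes, which averaged 46.9 ± 5.70% (SD, n = 19 autosomes).

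Peaks within 1 kb of a TSS (promoter peaks) had a median width of 855 bp and the 21005 other (distal) peaks a median width of 465 bp. The median was larger for promoter peaks on 19 of 19 autosomes, by 393 ± 28.7 bp (SD, n = 19 autosomes). Promoter peaks thus accounted for 47.4% of the covered length. In the 8112 peaks that held protein-coding TSSs of a single strand, the peak reached a median of 354 bp upstream and 493 bp downstream, and 34.2% of these peaks extended farther upstream than downstream.

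**Figure D3:**
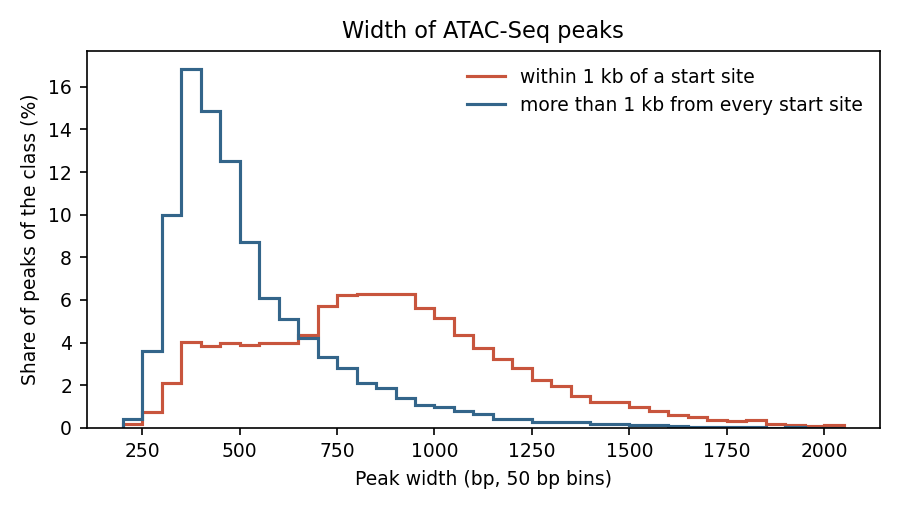
Lines give the share of peaks of each class in percent (vertical axis) by peak width in bins of 50 bp (horizontal axis), for peaks within 1 kb of a TSS and for all other peaks. The medians are 855 bp for the first class and 465 bp for the other one.

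RBPJ recognises the canonical motif TGGGAA, and the study also describes the degenerate form TGRGAA, in which R is A or G. Of 32494 peaks with a usable flanking interval of the same width 2 kb away, 42.5% held TGGGAA on either strand, against 47.0% of the flanks. The motif was thus less frequent in peaks (odds ratio 0.821, 95% interval 0.794 to 0.848; two-sided exact McNemar test, p = 3.79e-33). The share was lower in peaks on 19 of 19 autosomes. Peaks had a GC content of 53.8% and flanks of 45.7%. At equal GC content the odds ratio was 0.880 (95% interval 0.843 to 0.919), the alternative that moved it most towards 1. The degenerate motif was present in 62.5% of peaks and 68.1% of flanks (odds ratio 0.764, two-sided exact McNemar test, p = 8.47e-55).

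Promoter and distal peaks differed in short motif cores within their central 200 bp. The core GGGCGG of SP family factors was found in 49.2% of promoter peaks and 9.27% of distal peaks, against 3.04% and 3.03% of their flanks. This word contains CG and was not tested at equal GC content. The GC content was 63.9% in the centres of promoter peaks and 51.7% in those of distal peaks. The E-box CAGCTG, bound by TCF3 and TCF4, was found in 25.7% of distal peaks and 13.2% of promoter peaks, against 10.0% and 9.23% of flanks. It was more frequent in distal peaks on 19 of 19 autosomes (two-sided Fisher's exact test, p = 1.69e-160 after Benjamini-Hochberg adjustment over 6 motif cores). TGGGAA was found in 16.4% of distal peaks and 13.3% of promoter peaks, below the flanks of either class at 18.8% and 17.5%. It was less frequent in promoter than in distal peaks on 17 of 19 autosomes (two-sided Fisher's exact test, adjusted p = 1.70e-13). The degenerate motif was found in 30.4% of distal and 20.5% of promoter peaks.

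**Figure D4:**
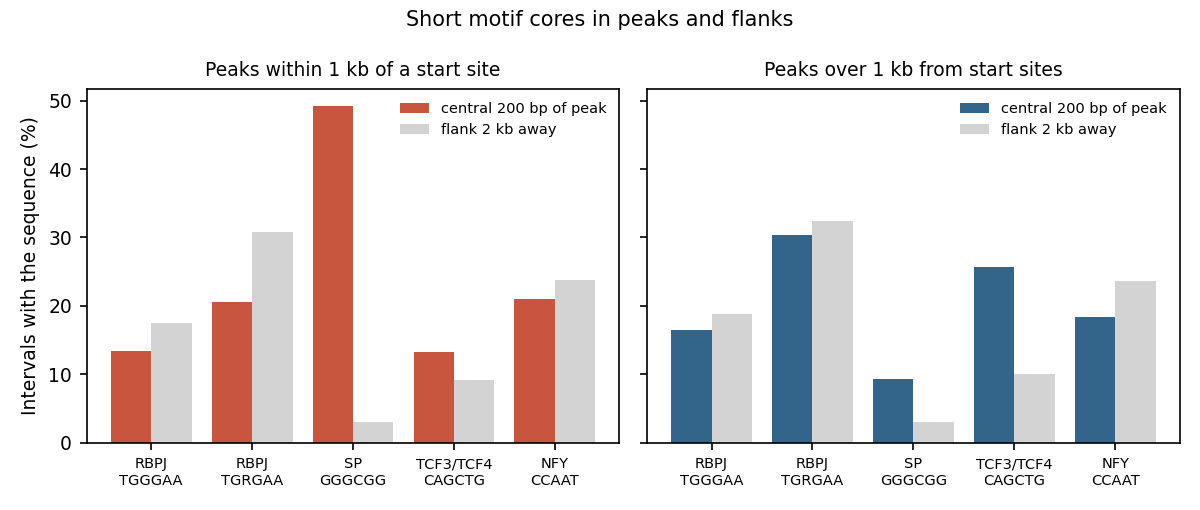
Bars give the percentage of intervals (vertical axis) that hold each short sequence (horizontal axis) on either strand, for the central 200 bp of peaks (coloured) and for flanks 2 kb away (grey), with promoter peaks on the left and distal peaks on the right. GGGCGG reaches 49.2% of promoter peaks, CAGCTG 25.7% of distal peaks, and both RBPJ forms are less frequent in peaks than in flanks.

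Finally, 9 loci known from the study for dynamic or static RBPJ binding in these cells were inspected. Each of the 9 genes had at least 1 peak within the gene or 10 kb of it, with 41 peaks in total and from 1 (Hey1) to 9 (Sufu) per gene. Some of these peaks lay in neighbouring genes. The peaks were not compared with the positions of the RBPJ sites. Sites that the study tested at Dennd2d and Il2ra are labelled as more than 10 kb upstream, outside the range searched here. A peak lay within 1 kb of an annotated TSS of the gene itself in 8 of the 9 genes. The exception was Il2ra (chromosome 2, 11564419 to 11614818 of mm9, plus strand), which encodes a subunit of the interleukin 2 receptor. It had 7 peaks, of which 5 lay in its introns, the widest at 11585211 to 11586248 (1038 bp). The other 2, at 11557372 to 11558064 and 11558581 to 11559291, were intergenic, and the nearest peak was 5128 bp from an annotated Il2ra TSS. Dtx1 (chromosome 5, 121130211 to 121161936, minus strand) had 8 peaks, of which 5 lay in the gene. The others lay in the neighbouring gene Rasal1 or between genes. A peak of 1356 bp at 121160655 to 121162010 covered the 5′ end of Dtx1. The intronic peaks at 121135584 to 121136251 and 121138358 to 121139044 each held 4 TGGGAA sites. Hes1 (chromosome 16, 30064470 to 30067882, plus strand) had 3 peaks, the first at 30064070 to 30064754 over its TSS. Hey1 had 1 peak of 1172 bp at 8666843 to 8668014 on chromosome 3, with 3 TGGGAA sites. Of the 41 peaks, 14 were promoter peaks and 19 held TGGGAA. Promoter peaks were counted at the start of any gene. The one at 121127531 to 121128025 near Dtx1 overlapped Rasal1 and lay 4797 bp from a Dtx1 TSS.

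**Figure D5:**
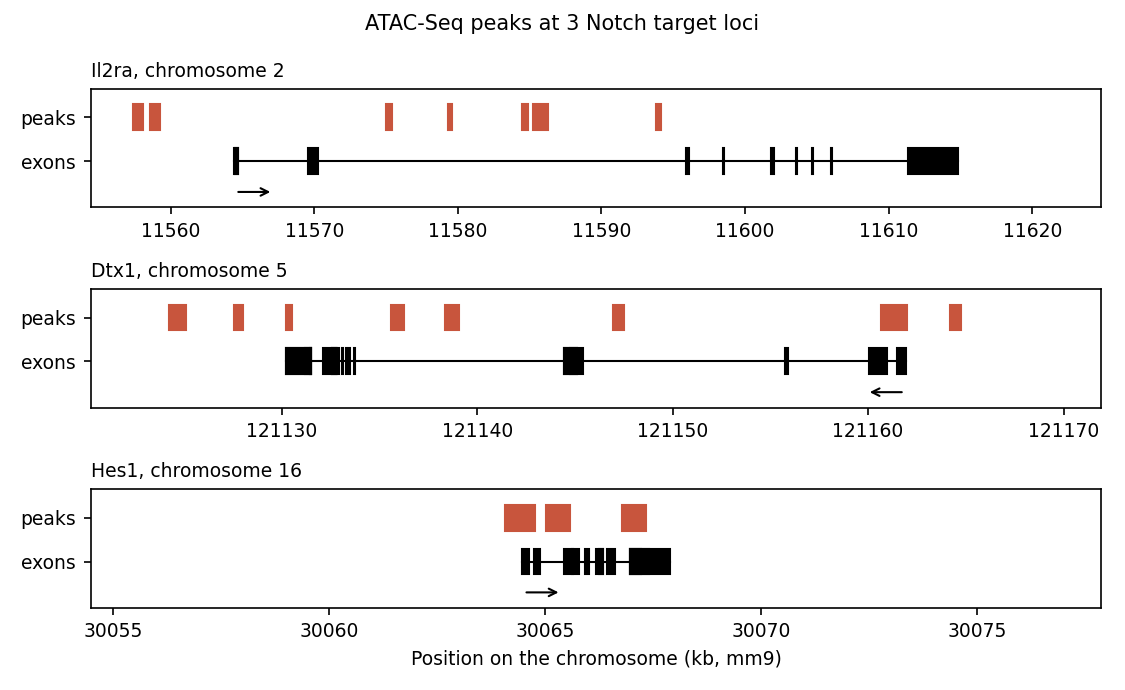
Boxes give ATAC-Seq peaks (upper row) and annotated exons of all transcripts (lower row) at Il2ra, Dtx1 and Hes1, drawn to scale along the chromosome in kb of mm9 (horizontal axis), with arrows for the direction of transcription. Il2ra has 7 peaks and none at its annotated start sites, while the 5′ ends of Dtx1 and Hes1 lie in peaks.

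The widest peaks were on the mitochondrial genome, at 12818 to 16199 (3382 bp, over mt-Nd5, mt-Nd6 and mt-Cytb) and at 70 to 3439 (3370 bp, over both ribosomal RNA genes and mt-Nd1). Both lie outside nuclear chromatin, so their width is no measure of open chromatin in the nucleus. They count as promoter peaks because annotated start sites lie within them. The next widest peak was intergenic, at 60136355 to 60139505 on chromosome 12 (3151 bp). It was followed by peaks at the TSSs of Ddit3 (chromosome 10, 126725627 to 126728380, 2754 bp) and Nr3c1 (chromosome 18, 39648736 to 39651448, 2713 bp). When peaks within 5 kb were joined, 27440 runs remained, of which 4129 held at least 2 peaks and 30 at least 5. The run with most members held 8 peaks on chromosome 8, at 126130364 to 126153291, within an array of 5S ribosomal RNA genes. Runs of 7 peaks followed on chromosome 8 (126062598 to 126085107, the same array), on chromosome 10 (92888354 to 92907495, no annotated gene) and on chromosome 9 (57488008 to 57508771, at Csk). In the array, 14 of the 15 peaks had a near-identical copy elsewhere in the genome (at least 95% identity over at least 80% of the peak).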

Values the study reported

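For Beko cells treated with DMSO, the study reported 3538 binding sites of RBPJ. Of these, 3380 were static under GSI and 158 were dynamic, with reduced RBPJ binding.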

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

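No paired analysis was possible because the list holds no values per library, and for the same reason no fit without single libraries was made. The comparison of GSI with DMSO and its alternatives were not run. A threshold on the score was not run either, since the score is 0 for every peak, and the density of X against the autosomes has no autosome-only version. Requiring at least 200 bp removed no peak and is therefore no test of stability.

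Keeping peaks of at least 500 bp lowered the number to 18578 and the covered length to 15.8 Mb and raised the median width to 787 bp, as the filter itself requires. The same filter raised the ratio of X to the autosome median to 0.364, and measuring covered bp per Mb gave 0.332. The direction stayed the same in both, and the larger widths on X enter either value. Restricting the list to autosomes gave a covered length of 20.9 Mb, by leaving out the other chromosomes.

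Spacing, promoter share, the correlation of neighbouring widths and the lower share of TGGGAA in peaks kept their direction and stayed past the threshold in each alternative that was run. The size of the spacing result depended on the background. The observed 28.3% stood against 14.5% on the whole chromosome, 13.0% without overlaps, 26.9% within 1 Mb windows and 24.8% within such windows without overlaps. The versions without overlaps were chosen after seeing the data. It also depended on the peaks kept and on the distance. Against whole-chromosome placement with overlaps allowed, the excess was largest for distal peaks only, 2.49-fold (23.4% against 9.39%). It was smallest for peaks of at least 500 bp, 1.54-fold (13.7% against 8.90%). It was 1.90-fold at 1 kb (8.57% against 4.51%) and 1.69-fold at 20 kb. The excess at 1 kb was larger without overlaps. The observed 8.57% then stood against 2.74% on the whole chromosome and 5.71% within 1 Mb windows. Joined peaks within 1 Mb windows, also chosen after seeing the data, left 1.09-fold. The promoter share was above all placements in each alternative, but its excess depended on the definition. It ran from 2.67-fold within 5 kb of a start site (48.6% against 18.2%) to 18.7-fold with the start site inside the peak (30.3% against 1.62%). Over these alternatives, which take promoter and distal peaks together, odds ratios of the RBPJ motif ranged from 0.764 for the degenerate form to 0.880 at equal GC content, the latter chosen after seeing the data. The split by class moved the ratio more. In the central 200 bp, TGGGAA had an odds ratio of 0.723 in promoter and 0.846 in distal peaks, and the degenerate form 0.575 and 0.909. Without the peaks that have a near-identical copy, 31883 peaks remained and the X ratio was 0.286. The large number of peaks makes even a small difference pass a test, and the correlation of neighbouring widths, 0.0200 to 0.0344 over its alternatives, is an example. How the values would vary between libraries cannot be seen in a merged list.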

Other observations

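The tests of the spacing step, of the RBPJ motif at equal GC content and among words of the same bases, of X by width class, of the 5S array and of the end of the Y sequence were chosen after the results were seen, as were the matched gene lists and the words without CG. The other tests below were chosen before their own values were computed, but those that join peaks within 1 kb only after the list and, for the one within 1 Mb windows, the other spacing results had been seen. No biological explanation was tested against the treatment groups, since the list merges them.

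The step at 5 kb in the spacing of adjacent peaks may come from peak calling. Without an input, MACS2 by default estimates a local background from a window of the same library that reaches 5 kb to either side, so that a strong peak raises the threshold for its neighbours. Whether the default was kept is not stated. If this were the cause, the step would lie at 5 kb in every class of peaks, and would be smaller next to weak peaks. Between distances of 1 and 11 kb, the largest rise from one kb to the next lay at 5 kb both in pairs with a promoter peak (ratio 1.64, 95% interval 1.44 to 1.87) and in pairs of distal peaks (ratio 1.59, 95% interval 1.39 to 1.80). In pairs of peaks that were both wider than the upper quartile the ratio was 3.31 (95% interval 1.91 to 5.75), from 16 to 53 pairs. In pairs of peaks up to the median width it was 1.20 (95% interval 1.02 to 1.41). The pairs of wide peaks rose further to 70 at 6 to 7 kb, so their ratio does not reflect a step at 5 kb alone. Pairs of a wide and a narrow peak, where loss of a weak neighbour would show most directly, were not counted. Width stands in here for strength, which the list does not give. Random placements within 1 Mb windows had a mean ratio of 0.960 ± 0.0498 (100 placements), which argues against chance spacing. The values are in line with an effect of the local background, which would mean that accessible sites within 5 kb of a strong peak are missing from the list and that clustering at this scale is underestimated. Calling peaks again with a fixed background would decide it, and was not done here.

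The excess of close neighbours shrank when peaks were placed within the same 1 Mb window, to a random share of 26.9% with overlaps allowed. Most of the excess over whole-chromosome placement thus goes with the uneven density of peaks between megabases, but not all of it, since the observed 28.3% stayed above each placement. Splitting of 1 accessible region into several peaks is not the whole source by itself, since 21.8% of peaks still had a close neighbour after joining within 1 kb, against 14.0% in placements on the whole chromosome. With both taken into account, by placing the joined peaks within the same 1 Mb window and more than 1 kb apart, the random share was 20.04 ± 0.281%. The excess left was 1.09-fold, above each of the 1000 placements. Uneven density at scales below 1 Mb was not tested and stays open.

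Chromosome X had 0.301 of the autosomal peak density. A lower number of genes on X does not account for it, with 0.676 peaks per protein-coding gene against a lowest autosome of 1.02. Neither does sequence that short reads cannot be placed on, since 80.8% of simulated reads from X were placed uniquely, against 91.9 ± 2.10% on the autosomes (SD, n = 19 autosomes), a far smaller deficit than that of the peaks. Lower read depth from a single X copy remains open. Promoter peaks on X were 865 bp wide at the median, within the range of the autosomes, which excludes nothing, because only strong peaks pass at low depth. Distal peaks on X were 484 bp wide at the median, above each of the autosomes (455 to 477 bp). Among distal peaks the ratio of X to the autosome median rose from 0.194 in the narrowest quartile of width to 0.270 in the widest. Among promoter peaks this ratio was 0.294, 0.337, 0.505 and 0.433 from the narrowest to the widest quartile. Both rises, and the larger distal width, have the direction a loss of weak peaks would give. The counting intervals of the narrowest and widest quartiles overlap, however. They were 0.154 to 0.233 and 0.182 to 0.358 for distal peaks, and 0.158 to 0.430 and 0.369 to 0.497 for promoter peaks. Depth and fewer accessible sites on X thus cannot be told apart. The number of X copies in the cells was not measured. Peaks at the starts of 3 Y genes, described below, point to a Y chromosome in the cells. This makes a single X copy plausible but does not fix the number.

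Chromosome Y had 16 peaks. The 3 at the starts of Eif2s3y, Uty and Ddx3y had 0 near-identical copies elsewhere, so reads borrowed from similar sequence in the build do not account for them. Of the other 13 peaks, 2 had such a copy, both on Y. A block of 12 of these peaks, at 2779669 to 2902077, lay in 2.70% of the assembled Y sequence, and its last peak ended 478 bp before a gap of 13.0 Mb. A possible explanation is that reads from Y sequence missing from this build collect there. A build that holds this sequence was not used here, so the explanation stays open.

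In the 5S ribosomal RNA array on chromosome 8, 14 of 15 peaks in the 2 runs with 8 and 7 members had a near-identical copy elsewhere. With 1 alignment kept per read, the number and place of these peaks may depend on the aligner. Copies at this identity can still differ enough to place reads, and read placement within the array was not measured, so the explanation stays open. The runs on chromosomes 10 and 9 had 0 peaks with a copy. The mitochondrial peaks covered 41.4% of that genome, and 1 nuclear peak matched mitochondrial sequence.

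A higher share of TGGGAA in peaks than in flanks had been anticipated, and the reverse was found. A GC effect that is linear in the GC difference is not the whole cause, as the odds ratio at equal GC content was 0.880, with an interval below 1. The model cannot exclude a GC effect of another form. Among the 60 words of 6 bases with the same composition, TGGGAA ranked 42 by its ratio of peak to flank, with a log2 ratio of -0.26 against a median of -0.17, while GGAAGT, a core of ETS factor motifs, ranked first at 0.80. The classes pointed different ways. In promoter peaks it ranked 26 of 60, with a log2 ratio of -0.39 close to the median of -0.41, and in distal peaks 46 of 60, with -0.20 against a median of -0.07. Without a limit set beforehand these ranks do not decide whether TGGGAA behaves like other words of its bases. A short word is present in many intervals by chance, so these shares say nothing about binding of RBPJ at single sites. Head-to-head pairs of TGRGAA at 15 to 17 nt were 1.25 times as frequent per spacing as at other spacings from 5 to 30 nt (58 of 415 pairs; two-sided exact binomial test, p = 0.124), and 1.15 times in flanks (p = 0.339), so a preference was not detectable with this number of pairs.

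Among words of 6 bases without CG, CAGCTG had the highest ratio of peak to flank in distal peaks, rank 1 of 1476, with a log2 ratio of 1.36. In promoter peaks the first word without CG was GGCCCC, with a log2 ratio of 2.03. Over all 2080 words, those with CG included, CAGCTG ranked 49 in distal peaks and 636 in promoter peaks. GGGCGG ranked 29 in distal peaks and 49 in promoter peaks, behind other words with CG. The first words were then GCGCCC in distal peaks, at 2.41, and CCGCGC in promoter peaks, at 6.15. GC content differed between promoter peaks and their flanks, at 63.9% against 45.3%, and these words were not tested at equal GC content.

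Promoter peaks were wider than distal peaks within CpG-rich regions (916 against 598 bp) and within CpG-poor regions (620 against 462 bp), on 19 of 19 autosomes in either class. CpG content as split here is therefore not the whole cause of the larger width.

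The 9 named loci held 41 peaks, against 14.6 ± 4.83 (SD) in 10000 random lists of 9 protein-coding genes matched on length, which puts them at percentile 99.99. Against genes with a peak within 1 kb of a TSS the random lists held 22.1 ± 4.50 peaks (percentile 99.97). The loci were picked by the study in the same cells for RBPJ binding, so this is a description and no independent evidence. Il2ra, with 7 peaks and none at its annotated starts, stands out among them. No explanation for it was tested.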
